A study of Mus musculus with 6 samples. Its data were reported in "The Transcriptional Regulator Prdm1 Is Essential for the Early Development of the Sensory Whisker Follicle and Is Linked to the Beta-Catenin First Dermal Signal" (2022).

How the data were processed

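H3K4me1 is histone H3 with a single methyl group on lysine 4, a mark used to find enhancers, including those not yet in use. It was mapped by CUT&Tag, in which an antibody directs a transposase to the mark and the released fragments are sequenced. The series holds 6 samples from mouse whisker pads at embryonic day 12, of which 3 were made with an antibody against H3K4me1 and 3 with control IgG. Peak lists were analysed for the 3 H3K4me1 samples, which are called replicates 1, 2 and 3 after the pad number in their titles. The IgG samples were not analysed here, so no background measured in the same way stands beside any value.

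The authors called peaks in each replicate separately with SEACR in its stringent mode and without IgG, and kept the top 1% of signal blocks. They also report peak numbers with IgG as control. They set those calls aside because IgG replicate 1 had poor fragment lengths and peaks then reproduced less often. A signal block is a continuous stretch of covered bases, and SEACR ranks blocks by their total signal. Each deposited list gives, per peak, the position, the total signal, the maximum signal and the place of that maximum. The total signal is the sum of the fragment pileup over the bases of the peak, and the maximum signal is the highest pileup. Both deposited signal columns held whole numbers in 100% of the peaks, with no scaling to depth. Signals were therefore compared between replicates in relative terms. These were ranks, percentiles within a list, shares of the signal in shared regions or in a whole list, and multiples of the list minimum or median. Because a fixed share of blocks was kept, the number of peaks follows the number of blocks and is no measure of enrichment. The aligner, the treatment of duplicate reads and the genome build are not stated for these libraries. The study states the same nominal sequencing depth for all samples. Its supplement plots sequencing depth, alignment rate, unique fragments and peak reproducibility, which were not used here. The lists hold no read numbers, so the depth that each library reached was not measured here, and the total signal within peaks is given in its place.

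GRCm38 was used for coordinates. Every peak ended within the GRCm38 chromosome lengths, and on chromosome 3, which is 160039680 bp long, the last peak ended at 159939684. Gene positions were taken from the GENCODE annotation of that build, with 21728 protein-coding genes on chromosomes 1 to 19 and X and 41505 distinct protein-coding start sites. Coordinates are 1-based.

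The source name of 4 samples, among them H3K4me1 replicates 2 and 3, is adult kidney, whereas their titles give whisker pad. The titles were used for grouping, and marker lists of both tissues were tested in each replicate.

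Peaks of different replicates were counted as shared when they overlapped by at least 1 bp, and the 3 lists were merged into regions by the same rule, in place of the bedtools merge chosen beforehand, which also joins peaks that only touch. Chance overlap was taken from 1000 circular shifts of a list along each chromosome, with unsequenced gaps removed, which keeps peak lengths and spacing. Leaf and the Lef1 promoter, taken as the start site with 1 kb on each side, were set against 100000 random windows of the same length. The Lef1 domain, from the start of Ostc to the end of Hadh, was set against 10000 random intervals of its length. A gene was counted as carrying a peak when a peak overlapped its body or the 5 kb on either side. The share of a gene list with a peak was set against 10000 random lists of protein-coding genes, matched on gene length in 20 bins. These permutation tests were one-sided, except the two-sided comparison of replicate 1 with the other replicates. That comparison has a single replicate on one side and draws random gene lists. It holds no spread between replicates, so no property of replicate 1 is concluded from it. The threshold was 0.05, and Benjamini-Hochberg adjustment was made over the 5 tissue lists. The smallest p that can be given is 0.001 for the shifts and 0.0001 for the gene lists.

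The gene lists held 101 genes, and 0 genes were in more than 1 list. They were 11 genes that the study followed in whisker development, 24 facial mesenchyme, 14 surface ectoderm, 24 adult kidney, 14 posterior Hox and 14 erythroid genes. The facial mesenchyme and surface ectoderm lists are of cell types that the pad itself contains. The rule for named genes, fixed before the data were examined along with the lists and most of the tests and alternatives, was as follows. The genes named were the whisker genes, the neighbours Ostc, Rpl34 and Hadh, and the genes nearest to the 5 regions in all replicates with the highest mean percentile of total signal. Single peaks named were those over Leaf, over the Lef1 promoter, and the highest by total signal in the Lef1 domain. The value of 1 whisker gene is not reported by itself here, although the gene stays in the list.

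Alternatives covered stricter overlap of at least 50%, the strongest 10000 peaks and the stronger 50% of each list, joining of peaks less than 1 kb apart, wider windows, other random backgrounds, other signal measures and leaving out each replicate. GC content and repeat-masked shares came from the GRCm38 sequence, with masked bases in lower case.

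The tests were run on simulated data first. A list made to cover 70.5% of the 16783 peaks of replicate 1 on chromosomes 1 to 19 and X, besides chance overlap, was measured at 71.8%. Another made to cover 30.1% was measured at 33.7%. With chance overlap added, the values to recover were 71.0 and 32.8%, so both were measured slightly too high. Of 200 randomly shifted lists, 2.5% passed the threshold against replicate 1. Of simulated lists of 14 genes drawn from the 21728 genes, 3.33% passed with 0 genes planted and 98.3% passed with 7 planted genes that carried a peak in all 3 replicates. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.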

Results

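H3K4me1 was profiled in 3 whisker pads at embryonic day 12. The peak lists held 16788 peaks in replicate 1, 12969 in replicate 2 and 13998 in replicate 3, a mean of 14585 ± 1976 (SD, n = 3). Joining peaks less than 1 kb apart gave a mean of 13918. The median peak length was 2981, 3682 and 3352 bp in replicates 1, 2 and 3, with a mean of 3338 ± 351 bp (SD, n = 3). Peaks covered 63.3, 59.5 and 57.1 Mb, or 2.39, 2.25 and 2.16% of the sequenced genome. The total signal within peaks was 822360552, 985881531 and 744342185 pileup units in replicates 1, 2 and 3. The weakest peak kept had a total signal of 14265 in replicate 1, 24247 in replicate 2 and 19337 in replicate 3, in pileup units not scaled to depth. Mitochondrial DNA carried 0.0423, 0.0606 and 0.148% of the signal.

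To assess whether the peaks recurred between pads, the lists were compared pairwise. Of the peaks of replicate 1, 73.9% overlapped a peak of replicate 2 and 67.1% a peak of replicate 3. Replicate 2 had 92.1% of its peaks in replicate 1 and 73.9% in replicate 3. Replicate 3 had 79.7% in replicate 1 and 70.6% in replicate 2. The mean over the 6 comparisons was 76.2%, against 4.71% in shifted lists (permutation p = 0.001 in each, the smallest the shifts can give). When at least 50% of both peaks had to overlap, the mean was 63.9%.

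The 3 lists merged into 19251 regions. Of these, 8917 (46.3%) had a peak in all 3 replicates, 4530 in 2 and 5804 in a single replicate. Shifted lists gave a mean of 49.0 regions in all replicates and at most 92 (permutation p = 0.001, the smallest possible). Among regions with a peak in a single replicate, 2638 belonged to replicate 1, 679 to replicate 2 and 2487 to replicate 3. The pair of replicates 1 and 2 alone shared 2628 regions, replicates 1 and 3 shared 1588, and replicates 2 and 3 shared 314.

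**Figure D1:**
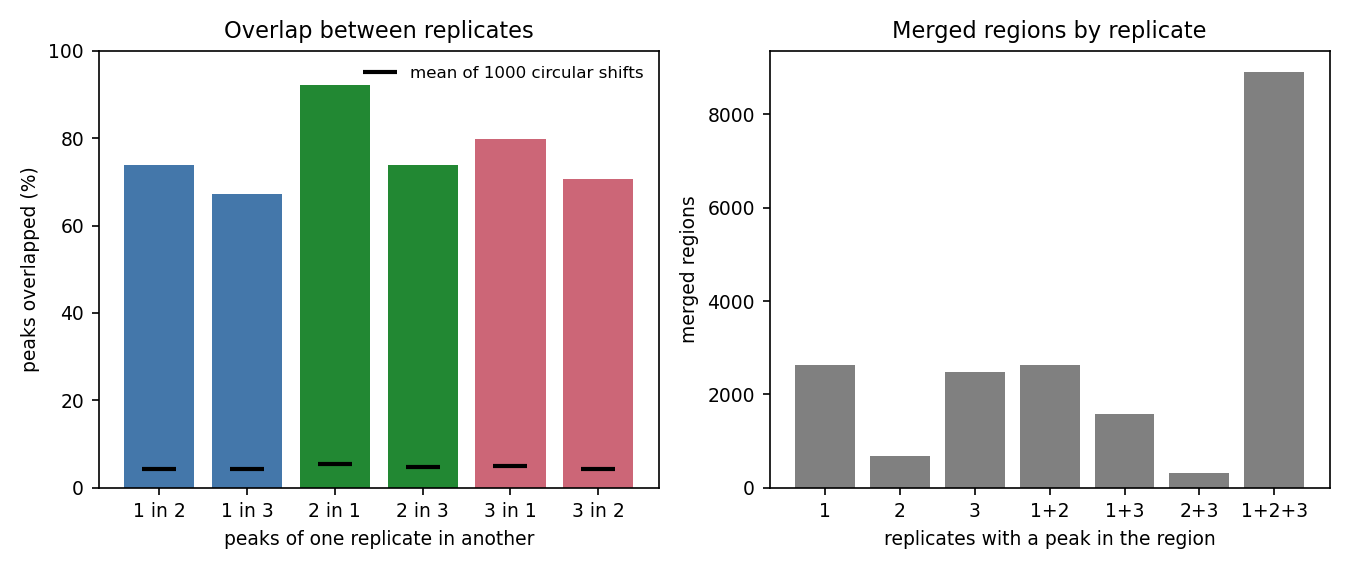
Left, percentage of the peaks of a replicate overlapped by a peak of another (bars, coloured by the first replicate), with the mean of 1000 circular shifts as black lines; right, number of merged regions by the replicates that have a peak there. All 6 overlaps lie between 67.1 and 92.1%, and 8917 regions had a peak in all 3 replicates.

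Total signal was correlated across the regions that a pair of replicates had in common. Spearman's rho was 0.875 for replicates 1 and 2 over 11545 regions, 0.731 for replicates 1 and 3 over 10505, and 0.694 for replicates 2 and 3 over 9231. These correlations are across regions, which are not independent replicates. The mean was 0.767, and it fell to 0.660 when total signal was divided by peak length. Leaving out replicate 3 left only the value of 0.875.

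The share of signal was then compared by GC content over the 8917 regions in all 3 replicates. The regions were put in 10 groups of equal size by GC content. In the group with the lowest, at a median of 41.4%, the median log2 ratio of replicate 3 to replicate 2 was 0.98. In the group with the highest, at a median of 54.5%, it was -0.84. The corresponding ratios of replicate 1 to replicate 2 were 0.04 and -0.16. Across regions, rho between GC content and the log2 ratio was -0.829 for replicate 3 against 2 and -0.176 for replicate 1 against 2. GC content was measured only after replicate 3 was seen to differ in its peaks per chromosome.

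**Figure D2:**
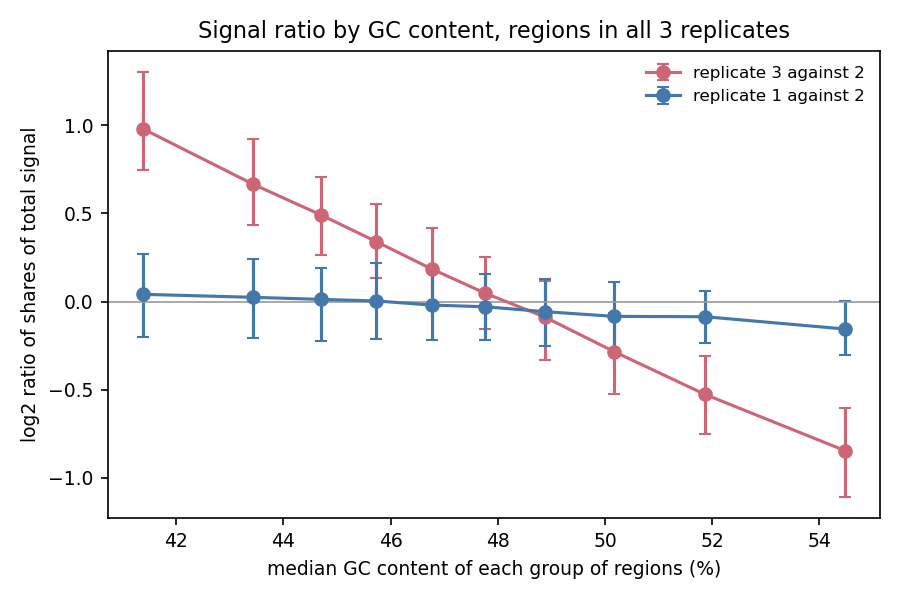
Median log2 ratio of the shares of total signal (y axis) in 10 equal groups of the regions in all 3 replicates, ordered by GC content (x axis, median in %), with bars from the 25th to the 75th percentile. The ratio of replicate 3 to 2 runs from 0.98 to -0.84, and that of replicate 1 to 2 from 0.04 to -0.16.

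The main locus of interest was Leaf, an element of 879 bp counting both end bases, part of which is absent from several primates. It lies in intergenic DNA on chromosome 3, from 90.7 to 89.8 kb upstream of the 5′ start site of Lef1, at 131110471 on the plus strand. All 3 replicates had a peak that covered 100% of Leaf. In replicate 1 the peak ran from 131018137 to 131022898 (4762 bp), with a total signal of 43607 and a maximum pileup of 38. In replicate 2 it ran from 131017688 to 131024635 (6948 bp), with a total signal of 75375 and a maximum of 59. In replicate 3 it ran from 131019277 to 131023261 (3985 bp), with a total signal of 41503 and a maximum of 30. The Leaf peak had 3.06, 3.11 and 2.15 times the total signal of the weakest peak of its list. By total signal it stood at percentile 70.3, 73.0 and 59.4 of its list, a mean of 67.6 ± 7.2 (SD, n = 3). By maximum signal the mean percentile was 48.8 ± 20.2, and by total signal divided by length it was 38.0 ± 7.34 (SD, n = 3). The merged region had a GC content of 45.7%.

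Of random windows of the length of Leaf, 1.64% were overlapped by a peak in all 3 replicates (one-sided permutation p = 0.0164). The share was 1.39% for windows on chromosome 3. For windows within the Lef1 domain it was 11.1% (permutation p = 0.111). A peak in all 3 replicates is the highest score this test has, so no site in the domain can give a smaller share, and the test does not set Leaf against its neighbourhood. The highest pileup lay outside Leaf in each replicate, 130, 123 and 106 bp before its start in replicates 1, 2 and 3. Its position was 131019614 to 131019615 in replicate 1, 131019614 to 131019622 in replicate 2 and 131019636 to 131019639 in replicate 3. The GRCm38 sequence of chromosome 3 from 131019584 to 131019669, which holds these positions with 30 bp on each side, is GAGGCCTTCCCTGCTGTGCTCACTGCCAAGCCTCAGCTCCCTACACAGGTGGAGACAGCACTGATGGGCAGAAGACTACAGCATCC. This sequence has a GC content of 59.3%, 0% of it is repeat-masked, and it ends 76 bp before Leaf.

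The promoter of Lef1, which the study tested for contact with Leaf, was examined in the same way. Within 1 kb of the 5′ start site, 1 of 3 replicates had a peak. This peak, in replicate 2, ran from 131104708 to 131112895 with a total signal of 94399, at percentile 80.0 of its list. Of random windows of that length, 4.66% had a peak in at least 1 replicate (one-sided permutation p = 0.0466). This call rested on replicate 2, and without it 0 peaks were left. Within 2.5 kb of the start site, all 3 replicates had a peak, which 2.98% of random windows matched. The peak of replicate 1 ended 1796 bp before the start site, and that of replicate 3 began 1796 bp after it. Each covered 14.1% of the window, and only the peak of replicate 2 covered the start site. An enhancer trap in the gene desert before Lef1 was active in the whisker pad at a slightly earlier stage. From it the study proposed that the regulatory region of Lef1 lies in that desert. The trap site of 348 bp had a peak in 0 of 3 replicates, and the nearest peaks lay 1.84, 2.87 and 1.40 kb away. This site is where the trap maps and need not be an enhancer itself, so the lack of a peak there does not bear on that proposal.

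The Lef1 domain spans 576 kb of chromosome 3, from 130695912 to 131272101, and holds Ostc, Rpl34, Lef1 and Hadh as its protein-coding genes. It held 25, 18 and 20 peaks in replicates 1, 2 and 3, a mean of 21 ± 3.61 (SD, n = 3). These covered 13.5, 13.9 and 14.7% of its bases, with a mean of 14.1 ± 0.608% (SD, n = 3). The median of random intervals was 0.585% (one-sided permutation p = 0.0217), and with the stronger 50% of each list the domain's coverage was 9.59% (permutation p = 0.031). Its peaks merged into 24 regions, of which 15 had a peak in all 3 replicates. By total signal the Leaf peak ranked 7 of 25, 7 of 18 and 10 of 20 in the domain. The highest peak was within Lef1 in replicate 1, from 131133640 to 131140817 at percentile 90.5. In replicates 2 and 3 it overlapped Rpl34, from 130719566 to 130729238 at percentile 90.6 and from 130719646 to 130730087 at percentile 96.3. In replicate 1 this stretch was called as 3 separate peaks, with total signals of 43283, 28265 and 42259. The peak within Lef1 had 97874 there. The change of highest peak is therefore no measure of a difference in signal between replicates.

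**Figure D3:**
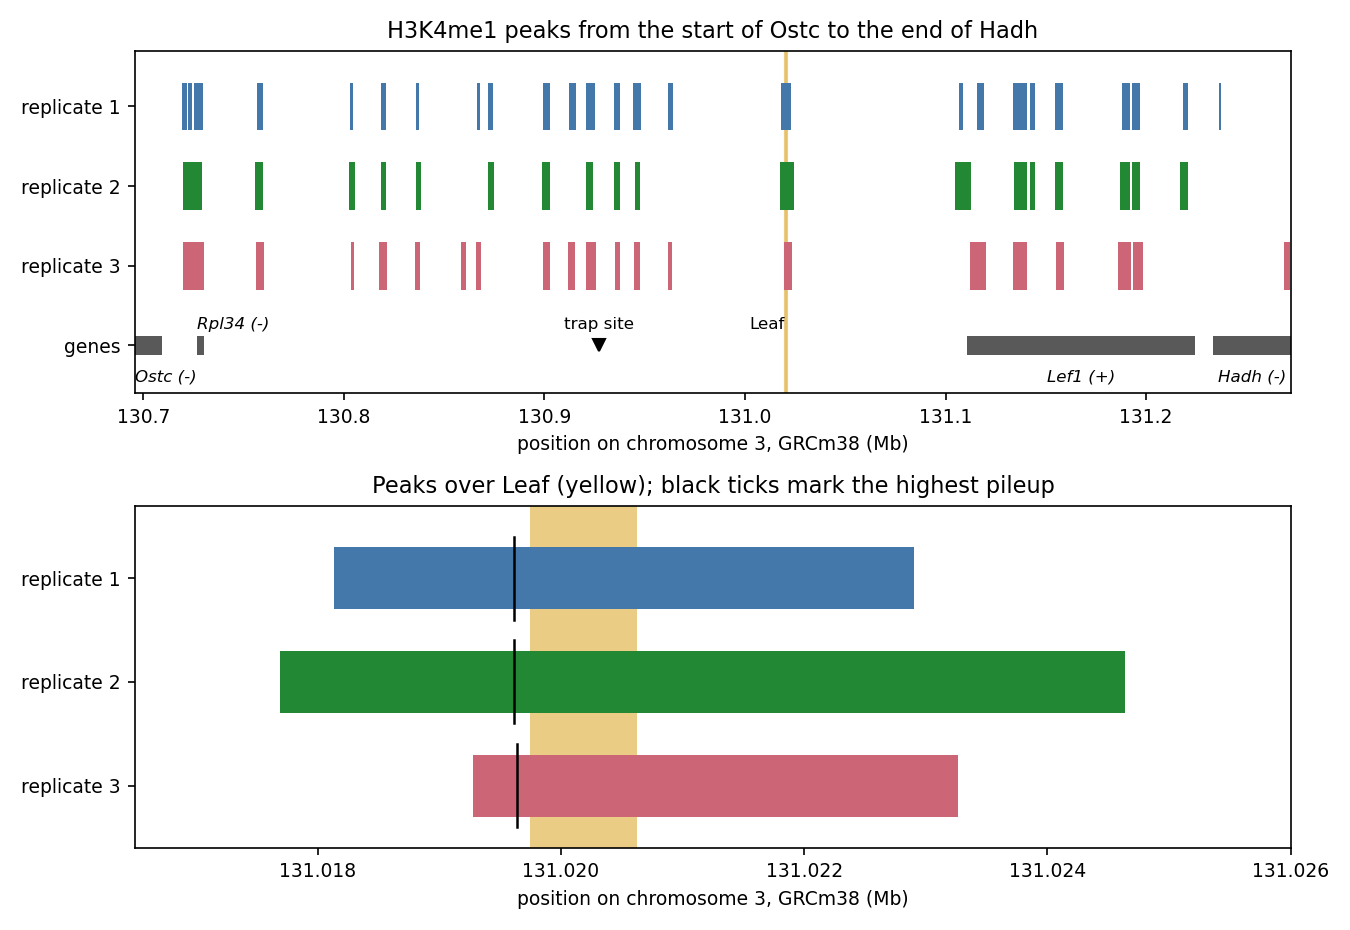
Peaks of the 3 replicates (coloured boxes) on chromosome 3 in Mb of GRCm38, across the Lef1 domain with its protein-coding genes (top) and around Leaf (bottom, yellow, with black ticks at the highest pileup). Each replicate has a peak over the whole of Leaf, and the ticks lie 130, 123 and 106 bp before it.

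Peaks were then placed against annotated start sites. Of the peaks, 15.7, 19.2 and 12.9% lay within 1 kb of a protein-coding start site in replicates 1, 2 and 3, with a mean of 15.9 ± 3.17% (SD, n = 3). Shifted lists gave 6.02%, a ratio of 2.65 (permutation p = 0.001 in each replicate, the smallest possible). When the highest pileup itself had to lie in the window, the share was 5.68%, against 2.22% in shifted lists (permutation p = 0.001 in each replicate, the smallest possible). By the position of the highest pileup, 5.54 ± 1.97% of peaks were at promoters, 57.8 ± 0.349% in gene bodies and 36.7 ± 1.71% between genes (SD, n = 3).

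Genes that the study followed in whisker development carried peaks in 81.8, 72.7 and 45.5% of cases in replicates 1, 2 and 3, a mean of 66.7 ± 18.9% (SD, n = 3). Random lists had a median of 24.2% (one-sided permutation p = 0.0005). In replicate 3 alone the permutation p was 0.0531. With the stronger 50% of each list the share was 33.3% (permutation p = 0.0589). The share in replicate 1 minus the mean of replicates 2 and 3 was 22.7 percentage points (two-sided permutation p = 0.0313, not adjusted), a comparison that was not planned for this list. It was 4.55 points with the strongest 10000 peaks of each replicate (permutation p = 0.614). Most of the difference over all peaks came from replicate 3, at 45.5%, since replicate 2 stood at 72.7% against 81.8% in replicate 1. Lef1, Prdm1, Bmp2, Bmp4 and Edar had a peak in all 3 replicates. Gli1, Wnt10b and Sox2 had one in replicates 1 and 2 but not in replicate 3. Shh had a peak in replicate 1 only, at percentile 3.50 of the list. Krt17 had 0 peaks. Of the neighbours of Lef1, Rpl34 had a peak in 3 replicates, Hadh in 2 and Ostc in 0.

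Marker lists were used to compare the replicates with the tissues named in their labels. Of 24 facial mesenchyme genes, 24, 22 and 22 carried a peak in replicates 1, 2 and 3. The mean was 94.4 ± 4.81% (SD, n = 3), against a random median of 19.4% (permutation p = 0.0001, the smallest possible, adjusted p = 0.0005), and the share was above the random median in 3 of 3 replicates. Surface ectoderm genes carried peaks in 64.3, 64.3 and 28.6% of cases, a mean of 52.4 ± 20.6% (SD, n = 3) against 23.8% (permutation p = 0.0049, adjusted p = 0.0122). The share was above the random median in 3 of 3 replicates, but in replicate 3 alone that median was 21.4% (permutation p = 0.314). With the stronger 50% of each list this mean was 28.6% (permutation p = 0.0732). Adult kidney genes did so in 29.2, 29.2 and 12.5% of cases, a mean of 23.6 ± 9.62% (SD, n = 3) against 22.2% (permutation p = 0.451, adjusted p = 0.752). None of the 14 posterior Hox genes carried a peak in any replicate (0 of 14, adjusted permutation p = 1), and 1 of 14 erythroid genes did in each (7.14%, permutation p = 0.865, adjusted p = 1). The share in replicate 1 minus the mean of replicates 2 and 3 was 17.9 percentage points for surface ectoderm genes (two-sided permutation p = 0.0469, adjusted p = 0.234). It was 8.33 for facial mesenchyme genes (permutation p = 0.487) and 8.33 for kidney genes (permutation p = 0.504). For the posterior Hox and erythroid lists it was 0, and none of the differences of the 5 tissue lists passed the threshold after adjustment. Replicates 1 and 2 both stood at 64.3% for surface ectoderm genes, so the difference of that list came from replicate 3.

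**Figure D4:**
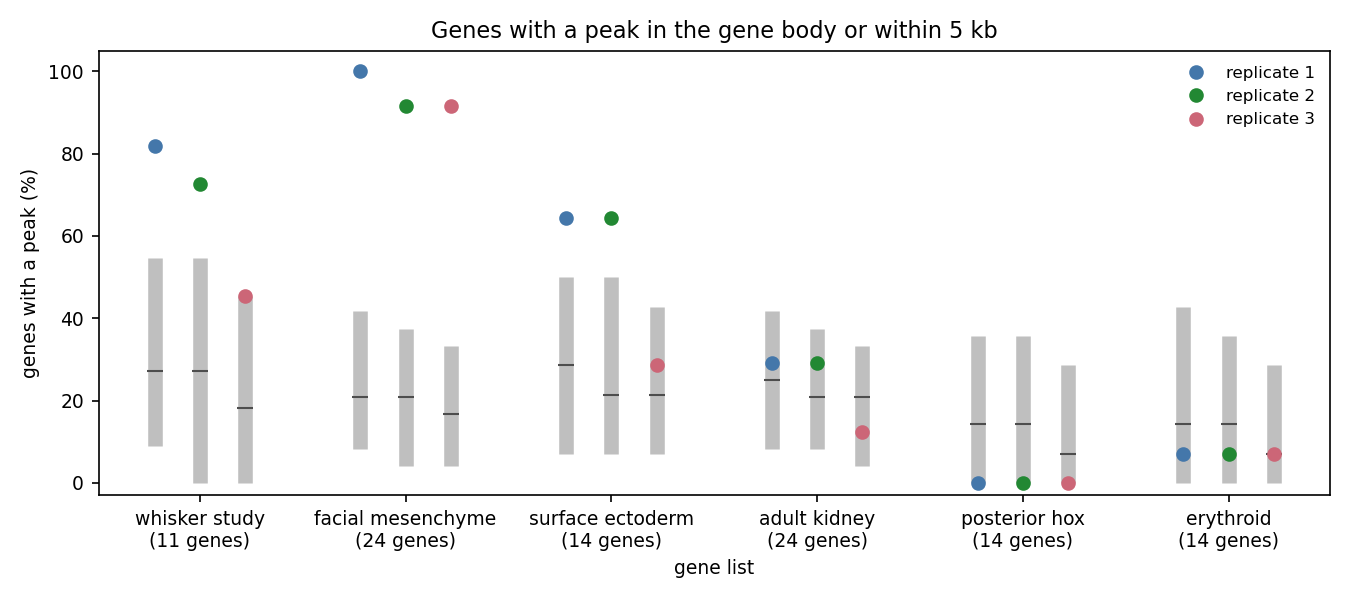
Percentage of the genes of each list with a peak in the gene body or within 5 kb (points, one colour per replicate), with the median (dark line) and the central 95% (grey bar) of 10000 random lists matched on gene length. Facial mesenchyme genes lie at 91.7 to 100% in all replicates, and posterior Hox genes at 0%.

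The regions in all replicates with the highest mean percentile of total signal were of different kinds. On chromosome 3, 101377499 to 101412573 (35.1 kb) overlapped Igsf3, on chromosome 12, 107946975 to 108001688 (54.7 kb) overlapped Bcl11b, and on chromosome 18, 75370941 to 75406685 (35.7 kb) overlapped Smad7. The other regions were 38.5 kb at the start of the sequence of chromosome 9, over Gm10722 and related predicted genes, and 1.10 kb on chromosome 2, over Gm10800. The last of these held the highest pileup of each list, 5524, 2572 and 1625 in replicates 1, 2 and 3. Over Gm10722 the total signal was 4211705, 1759679 and 1335602 in replicates 1, 2 and 3, not scaled to depth. It was thus highest in replicate 1, as over Gm10800, whereas replicate 2 was highest over Igsf3, Bcl11b and Smad7. Regions prone to artefacts were not removed, so the regions over Gm10722 and Gm10800 are not shown to carry the mark.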

Values the study reported

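The study placed Leaf on chromosome 3 of mm10 at 131,019,746 to 131,020,624 and gave its length as 878 bp. The part of it missing in several primates was given as 521 bp. The study reported that contacts of the Lef1 promoter lay mainly within about 700 kb around the gene. The study gave a sequencing depth of 10 Mio for each CUT&Tag sample. Peaks were shown from the top 1% of signal blocks, and top fractions up to 5% were also tried.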

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

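Alternatives chosen only after the result was seen were the use of any annotated Lef1 start site, the removal of peaks under 1 kb, the overlap of the highest pileup with Leaf, leaving out each replicate for the tissue lists, and those for the difference of replicate 1 on the whisker genes. In all, 134 alternative values were computed for 24 results. Of these, 109 kept their direction and side of the threshold or stayed within the replicate spread, 9 no longer had an unadjusted p under 0.05, 9 moved by more than the spread or by more than 1.5 times, and 7 reversed in direction against random lists, where neither value had a p under 0.05. The cause of the changes was not tested, except where the construction of the alternative gives it.

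With the strongest 10000 peaks of each replicate the mean of the median lengths rose to 3989 bp, the surface ectoderm difference of replicate 1 was 10.7 percentage points and the whisker gene difference 4.55 points. With the stronger 50% of each list, 4449 regions had a peak in all replicates, since fewer peaks entered. Under the same alternative whisker genes stood at 33.3%, surface ectoderm genes at 28.6%, the surface ectoderm difference at 10.7 points and the whisker gene difference at 4.55 points. With 20 kb flanks the surface ectoderm difference was 17.9 points. Unadjusted p was 0.05 or more for each of these shares and differences. The 7 reversed values were the share of adult kidney genes with 20 kb flanks (26.4%), with the stronger 50% (11.1%) and with the strongest 10000 peaks (13.9%), and differences of replicate 1. With the strongest 10000 peaks these were -2.08 points for kidney, 3.57 for erythroid and 0 for facial mesenchyme genes, and with the stronger 50% the last was also 0. The surface ectoderm difference had passed only before adjustment, and the whisker gene difference was not adjusted.

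Signal divided by peak length lowered the mean rho to 0.660, and the 3 fits that each left out a replicate ranged from 0.694 to 0.875. The Leaf peak stood at a mean percentile of 48.8 by maximum signal and 38.0 by signal divided by length. Within the Lef1 domain 11.1% of random windows were covered as often as Leaf, the lowest share that any site in the domain can give. The highest pileup overlapped Leaf in 0 replicates. The Lef1 promoter had a peak in 3 replicates within 2.5 kb, of which only that of replicate 2 covered the 5′ start site. It had a peak in 2 replicates within 1 kb of any annotated start site. Leaving out each replicate moved the share of random windows covered as often as the promoter from 4.04 to 100%, the latter without replicate 2, whose peak is the only one there.

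No paired analysis was possible because the IgG samples that share replicate numbers with the H3K4me1 samples were not analysed here. The depth that each library reached was not measured here, so a gene or site without a peak is not shown to lack the mark.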

Other observations

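Some tests were chosen only after the result was seen. They were those of joined peaks, of the position of highest pileup at Leaf and of the mirrored position at start sites. The others were those of surface ectoderm genes in replicate 3 and all those of GC content, including the GC correction of replicate 3. GC content was first examined because replicate 3 differed in its peaks per chromosome. Where no tissue, sex, epithelium, motif or start site is named below, no biological explanation was tested.

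Replicate 3 differed from the others along GC content. It had relatively more peaks on chromosome 3 (905 against 655 in replicate 2) and fewer on chromosome 11 (801 against 904). Peaks found in replicate 3 alone had a mean GC content of 41.6%, against 51.7% for those of replicate 2 alone, a difference of -10.1 percentage points (two-sided permutation p = 1e-05, the smallest possible). This test shuffles single peaks, which are not independent replicates. With a single library on each side, its p holds no spread between libraries. Of the regions in replicates 1 and 2, replicate 3 had a peak in 99.0% of the 10% with the lowest GC content and in 38.6% of the 10% with the highest. A GC trend for replicate 3 was measured against replicate 1 in 20 bins and removed, and the result was compared with replicate 2, which played no part in the correction. Over the 8917 regions in all replicates, rho of replicates 2 and 3 rose from 0.694 to 0.883, near the 0.906 of replicates 1 and 2. Most of the lower correlation of replicate 3 thus went with a difference that follows GC content. Replicates 1 and 2 differed little along GC content, so removing any such difference from replicate 3 raises its rho with replicate 2. The test therefore cannot tell a GC bias of the library from a difference between the pads that follows GC content. Whether the difference arose in amplification, sequencing, the handling of the tissue or the tissue itself stays open.

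The same trend bears on the lower share of surface ectoderm genes with a peak in replicate 3. Of 13 regions at these genes in replicates 1 and 2, 46.2% had a peak in replicate 3, and regions matched on GC content and signal had one in 53.8% of cases (one-sided permutation p = 0.281). For 46 regions at facial mesenchyme genes the shares were 80.4 and 82.6% (permutation p = 0.295). A GC bias could therefore account for the low share without a difference in tissue. Less epithelium in replicate 3 cannot be told apart from it with 13 regions. In simulated sets of 13 regions from the same GC and signal groups, the loss of 50% of the regions found passed the threshold in 74.2% of sets, so even a loss of that size is not excluded.

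The source name of replicates 2 and 3 is adult kidney. In these replicates a mean of 91.7% of facial mesenchyme genes carried a peak, 29.2 and 12.5% of kidney genes did in replicates 2 and 3, against a random median of 20.8% in each (permutation p = 0.288 and 0.890), and 0 of 14 posterior Hox genes did. The high share of facial mesenchyme genes, beside that of kidney genes, argues against adult kidney as the tissue of either replicate, though no kidney sample was measured for comparison. The 14 Hox genes are neighbours in a few clusters, so they are not 14 separate tests. Their lack of peaks is not counted here, since a gene without a peak is not shown to lack the mark. Replicate 1, whose source name is not adult kidney, also had a peak at 29.2% of kidney genes. The study describes its CUT&Tag material as wild-type whisker pads of embryonic day 12. It names adult kidney as the negative control of its contact experiments. An error in the source name is therefore the explanation that goes with the study's own description.

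Replicate 1 had 1.25 times as many peaks as the mean of the others, and 1.22 times after peaks less than 1 kb apart were joined, so splitting of peaks accounted for little of it. Of the peaks found in replicate 1 alone, 96.0% were in the weaker 50% of its list, but this also held for 97.2 and 89.7% of those found in replicates 2 and 3 alone. Among the strongest 10000 peaks of each list, 7.19% were found in replicate 1 alone, against 10.6% for replicate 2 and 21.0% for replicate 3. Since the top 1% of signal blocks was kept in each replicate, the number of peaks follows the number of blocks by construction. The weakness of lone peaks, shared by all lists, does not bear on this. What gave replicate 1 more blocks was not tested.

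Replicate 1 had 4 peaks on chromosome Y and the others 0. These were 100, 94.1, 59.1 and 30.8% repeat-masked. The share of signal on chromosome X in shared regions was 0.746, 0.769 and 0.732% in replicates 1, 2 and 3, a ratio of highest to lowest of 1.05. Different sex of the embryos cannot be told apart from repeat mapping with so few peaks, and the number of embryos behind each pad sample is not known here.

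At Leaf the midpoints of the positions of highest pileup spanned 23 bp over the 3 replicates, against a median of 480 bp in 7617 other regions with a single peak in each replicate. Of those regions, 8.09% had midpoints as close, so the closeness could be chance. A stack of reads on a collapsed repeat was argued against, since the ratio of maximum to mean pileup was not high in every list, at percentile 66.2, 92.2 and 21.0 in replicates 1, 2 and 3 (mean 59.8), and the sequence around the positions is 0% repeat-masked. The whole Leaf region held 1 match to the TCF/LEF motif WWCAAAG, or 0.144 per kb, and Leaf itself held 0. Only 2.86% of the other regions in all replicates had fewer per kb, against a median of 0.831, so the region is poor in this motif.

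Some short peaks had a very high pileup. In replicate 1, 45 peaks under 1 kb had a maximum over 5 times the list median, against 15 and 16 in replicates 2 and 3. Of these, 42.2, 93.3 and 93.8% had a peak in both other lists. Repeat-masked sequence made up a mean of 72.9% of the 45 peaks in replicate 1, against 15.4% of its other peaks (two-sided permutation p = 1e-05, the smallest possible). Repeats collapsed in the reference are a candidate explanation for these peaks, and for the region over Gm10800, which was 81.7% repeat-masked in replicate 1.

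Peaks that span a start site had their highest pileup within 250 bp of a start site 1.33 ± 0.0785 times as often as a uniform position in the peak would give (SD, n = 3). The mirror image of the position about the middle of the peak was near a start site less often, and the ratio of observed to mirrored positions was 1.39 ± 0.0364 (SD, n = 3). This argues against a highest pileup that avoids start sites in these peaks, and against a shared central position as the whole cause.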
